A study of Escherichia coli K-12 with 8 samples. Its data were reported in "RecBCD coordinates repair of two ends at a DNA double-strand break, preventing aberrant chromosome amplification" (2018).

How the data were processed

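RecA bound to DNA was measured by chromatin immunoprecipitation and sequencing (ChIP-seq) in 4 Escherichia coli strains, with 2 biological repeats of each, which gave 8 libraries. Pal+ strains carried a long DNA palindrome in lacZ on the chromosome, and Pal- strains carried lacZ without it. The SbcCD nuclease, expressed from an arabinose promoter, cleaves the palindrome and so makes a DNA double-strand break (DSB) on 1 of the sister chromosomes. Each of these was present in a RecBCD+ background and in a ΔrecD background. In all strains arrays of Chi, the sequence at which the RecBCD enzyme changes from DNA degradation to RecA loading, flanked lacZ. Cells were grown at 37 °C, SbcCD expression was induced with 0.2% arabinose and crosslinking was with 1% formaldehyde for 10 min at 22.5 °C. Groups were taken from the genotype and treatment in the sample labels. For both ΔrecD Pal+ libraries the labels give 1 strain number in the title and another in the strain field, and the conflict was not resolved here. The labels state that repeat 2 of both RecBCD+ groups was analysed again from an earlier series.

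The authors deposited 1 file of coverage signal per library, the number of reads over each position of a custom sequence of the BW27784 background, with positions of depth 0 left out. A further table held the signal of all 8 libraries after the authors multiplied each by 1 scaling factor (median of ratios). Neither was smoothed. No input library was used here. The scaling factors used here were computed from the depth files by median of ratios, over the positions with a depth above 0 in every library. The authors' table served only as a check. The totals of the table's columns and of the depth files times these factors differed by at most 0.00447%. The reference held 4630872 positions, of which 4629223 had a depth above 0 in every library. Mean raw depth per library ranged from 56.9 to 337 reads per position. Read length and the number of reads were not used, so no counting interval was computed, and the precision of each value is given by the spread between the 2 repeats.

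No sequence or annotation of the custom reference was used, so features were located from the signal. Runs of at least 5 consecutive 1 kb bins above 5 times the median in the Pal- libraries gave 7 blocks. These were taken as the 7 ribosomal RNA operons (rrn) and named by their order in the RefSeq gene table of the MG1655 assembly ASM584v2, from which names and order alone were used. The palindrome site was the lowest point of the RecBCD+ Pal+ over Pal- ratio, smoothed over 51 bp, within 20 kb of the bin with the strongest rise. The ΔrecD Pal+ profile alone placed it 6 bp away. The recD deletion was the stretch of at least 1 kb in which both ΔrecD Pal- libraries stayed under 10% of the mean of the RecBCD+ libraries, and there was 1 such stretch. The gentamicin-resistance marker at cynX (cynX::GmR) was taken as the 1 kb bin within 20 kb of the palindrome site that exceeded 5 times the median in every Pal- library, and there was 1 such bin. Origin-proximal means the side of the palindrome site towards the replication origin, and origin-distal the other side. All coordinates are positions in the authors' custom reference.

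The normalised depth was averaged in 1 kb bins over the chromosome, and a filter on bins under 10% of the median bin removed none of the 4631 bins. Windows were the 20 kb on each side of the palindrome site, the centre within 1 kb of it, the parts 2 to 5 kb from it on both sides, the 20 kb origin-distal of the rrnH operon (the rrnH window), and the recD stretch with the 5 kb on each side of it. The flank asymmetry was the log2 ratio of the proximal to the distal flank. The central gap was the log2 ratio of the centre to the parts 2 to 5 kb away. Values were taken as log2 after adding a pseudocount of 1.

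Bins and windows were tested with limma 3.58.1 in R 4.3.3, with a mean for each of the 4 groups over all 8 libraries and empirical Bayes moderation. For windows, the moderation used tiles of the same length or shape over the rest of the chromosome. The 4 contrasts of bins were the DSB effect (Pal+ against Pal-) in RecBCD+, the same in ΔrecD, their difference, and ΔrecD against RecBCD+ without a DSB. A bin was called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold. The 10 window contrasts were adjusted as 1 family. All tests were two-sided. The background of the arc from rrnE through the palindrome site to 1 Mb beyond it, without the 50 kb around the palindrome site and the 50 kb distal of rrnH, was compared with the other bins by an exact permutation test of the library values. The distal end of this arc was set by distance from the palindrome site because terB was not located here, and the next 0.5 Mb was left out.

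Named regions were to be the 3 strongest rises and 2 strongest falls per contrast among merged called bins, with gaps of up to 2 kb, that moved the same way in every repeat. No bin passed, so the regions given from other settings were chosen after their values were seen. The groups, tests, windows and alternatives were fixed before the data were examined, except for window fits on the 4 libraries of a contrast alone and paired fits on the 4 RecBCD+ libraries with the replicate number as a block, which were chosen after seeing the data. The alternatives were scaling by total depth or by the median bin outside the arc, pseudocounts of 0.1 and 10, bins of 500 bp and 5 kb, no filter, no fold threshold, rrn bins left out, the replicate number as a block, fits on the 4 libraries of a contrast, an intensity trend, 10 kb windows, a centre of 0.5 kb, subtraction of the Pal- signal, an arc starting at rrnH, 2 kb smoothing, a 4-fold extent, and each library left out in turn. The bin model was tested on simulated data: of 200 changed bins among 4631, 95 of the 100 with a 4-fold change and 95 of the 100 with an 8-fold change were called, and 6 unchanged bins were called. The simulated spread was drawn from the fitted prior (SD 0.132), the same in all groups and unrelated to the change. In the data the ΔrecD Pal+ repeats differed 13.0-fold in the proximal flank, so these rates do not give the power near the break. Chi sites, GC content and sequence repeats were not analysed here. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used for the rest.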

Results

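RecA ChIP-seq signal was available for 4 groups of 2 biological repeats each, called RecBCD+ Pal+, RecBCD+ Pal-, ΔrecD Pal+ and ΔrecD Pal-. Mean raw depth in reads per position was 72.7 and 125 in repeats 1 and 2 of RecBCD+ Pal+, and 56.9 and 115 in RecBCD+ Pal-. It was 259 and 165 in ΔrecD Pal+, and 337 and 272 in ΔrecD Pal-. In the library labelled ΔrecD Pal+ repeat 2 the median depth was 49, far below its mean. Values below are normalised depth on the authors' median of ratios scale, averaged over a window, with the mean and SD of the 2 repeats. Between repeats, 0.0216% of 1 kb bins differed by 2-fold or more in RecBCD+ Pal+, 0.821% in RecBCD+ Pal- and 0 in ΔrecD Pal-, against 11.6% in ΔrecD Pal+.

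The first comparison asked whether each library carried the recD genotype of its label. The stretch from 2943201 to 2945000, 1800 bp long, was covered at 96.9% ± 8.07 (SD, n = 2) of the 5 kb on each side in RecBCD+ Pal+ and at 90.6% ± 14.5 (SD, n = 2) in RecBCD+ Pal-. It was covered at 1.11% ± 0.281 (SD, n = 2) in ΔrecD Pal-. The library labelled ΔrecD Pal+ repeat 2 had 2.10%, but the library labelled ΔrecD Pal+ repeat 1 had 79.9%, just below the lowest RecBCD+ library at 80.3%. The 2 libraries of this group therefore did not carry the same recD depth, and no mean is given for them. The recD contrast of the labelled groups was -4.16 on the log2 scale (limma, SE 0.955, adjusted p = 0.0118, 10 contrasts). A pseudocount of 10 moved it most, to -2.73. Without the library labelled ΔrecD Pal+ repeat 1 it was -5.31. The stretch was located by low depth in ΔrecD Pal- against the RecBCD+ mean, so that part of the contrast was set by the choice. Only the ΔrecD Pal+ part tests the labels, and it was -2.72 (limma, SE 1.35, unadjusted p = 0.0921). Main ΔrecD Pal+ values below are given for each library, and a direction in that group drawn from the library labelled ΔrecD Pal+ repeat 1 comes from DNA with nearly full recD depth.

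**Figure D1:**
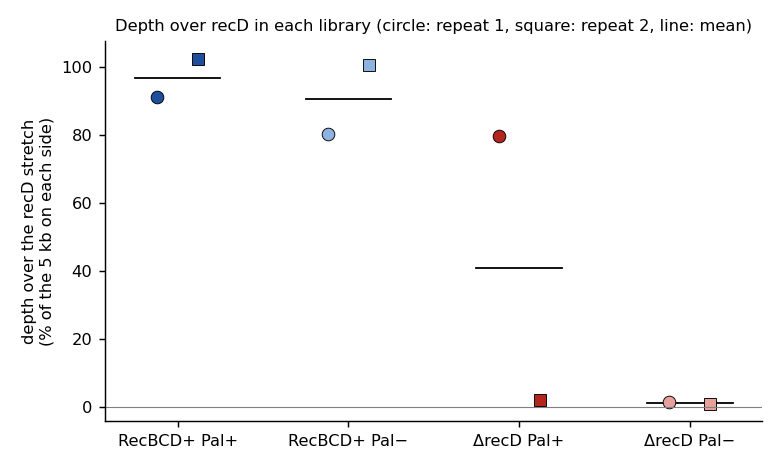
Depth of the recD stretch as a percentage of the depth of its 5 kb flanks (y axis) for the 4 groups (x axis), with repeat 1 as circles, repeat 2 as squares and the group mean as a line. The library labelled ΔrecD Pal+ repeat 1 sits at 79.9%, beside the RecBCD+ libraries, while the other 3 libraries labelled ΔrecD sit at 2.10% or lower.

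The next comparison asked where along the chromosome a DSB or the loss of recD changed the signal. With all 8 libraries in the limma fit, 0 of the 4631 bins of 1 kb were called in each of the 4 contrasts. Each bin had 1 spread for the 4 groups, so the wide gap between the ΔrecD Pal+ repeats entered every contrast. Calls of 0 thus do not show that the signal was unchanged. At an unadjusted p under 0.05 there were 35 bins for the DSB effect in RecBCD+, 810 for the DSB effect in ΔrecD, 160 for the difference of the effects and 57 for the recD effect without a DSB. Scaling by total depth moved the count of called bins for the DSB effect in ΔrecD from 0 to 92, with 70 higher and 22 lower. Fits on the 4 libraries of a contrast alone called 33 bins for the DSB effect in RecBCD+, all of them higher and between 332001 and 376000, and 46 higher bins when the repeats were paired. They called 51 bins for the recD effect without a DSB, 49 higher and 2 lower, and 0 for the DSB effect in ΔrecD, where 170 bins had an unadjusted p under 0.05.

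Signal within 20 kb of the palindrome site, located at 362700, was compared between Pal+ and Pal- in each background to measure RecA binding at the 2 ends of the break. In the origin-proximal flank of RecBCD+ cells the normalised depth was 1418 ± 507 (SD, n = 2) in Pal+ and 156 ± 13.7 (SD, n = 2) in Pal-. The log2 difference was 3.13 (limma, SE 1.15, adjusted p = 0.0497), with 3.41 within repeat 1 and 2.85 within repeat 2. Over the alternatives the adjusted p of this difference ran from 0.000459 with total depth scaling to 0.0741 with scaling by the median bin outside the arc. In the origin-distal flank the depth was 596 ± 216 (SD, n = 2) in Pal+ and 109 ± 1.59 (SD, n = 2) in Pal-. The log2 difference of 2.39 (SE 1.13) had an adjusted p of 0.0928 and so did not pass the threshold, although both repeats rose, by 2.78 within repeat 1 and 1.99 within repeat 2. This SE pooled the spread of all 8 libraries, and the SD of the effect between repeats was 0.53 in RecBCD+ but 2.56 in ΔrecD. In the fit on the 4 RecBCD+ libraries alone the SE was 0.288 unpaired, and the difference passed, with the repeats paired or not. Unpaired, it had an adjusted p of 0.00701, in a range of 0.00234 to 0.129 over the alternatives.

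In ΔrecD cells the proximal flank had a depth of 1795 in the library labelled ΔrecD Pal+ repeat 1 and 23422 in repeat 2, against 158 ± 8.28 (SD, n = 2) in Pal-. The distal flank had 1336 and 16402 in the same libraries, against 106 ± 0.627 (SD, n = 2) in Pal-. The libraries of ΔrecD Pal+ thus differed 13.0-fold and 12.3-fold in the flanks, whereas those of RecBCD+ Pal+ differed 1.68-fold and 1.69-fold. The size of the ΔrecD Pal+ gap depends on the scaling. With total depth the proximal flank had 2107 and 9697 in repeats 1 and 2 of ΔrecD Pal+, and the distal flank 1568 and 6791. The log2 DSB effect in ΔrecD was 5.35 (SE 1.15, adjusted p = 0.0118) in the proximal flank and 5.45 (SE 1.13, adjusted p = 0.0118) in the distal flank. Without the library labelled ΔrecD Pal+ repeat 1 these were 7.20 and 7.25, and without repeat 2 they were 3.50 and 3.64. The DSB effects of the 2 backgrounds differed by 2.22 in the proximal flank and 3.06 in the distal flank on the log2 scale. Neither difference, tested outside the planned contrasts, was past the threshold in limma, with unadjusted p of 0.228 and 0.108.

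**Figure D2:**
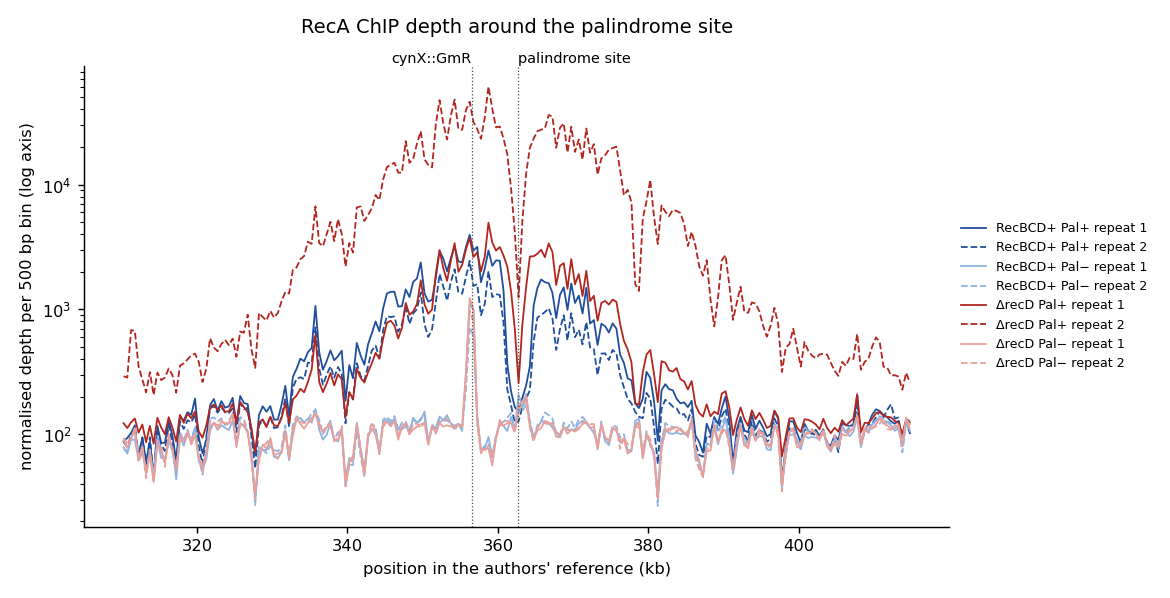
Normalised depth in 500 bp bins (y axis, log scale) against position in kb (x axis) around the palindrome site for the 8 libraries, with dotted lines at the palindrome site and at cynX::GmR. All 4 Pal+ libraries rise on both sides of the palindrome site, and the library labelled ΔrecD Pal+ repeat 2 lies far above the other 7.

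The balance of signal between the 2 ends was compared to ask whether it changed with loss of recD. The proximal flank held 2.38 ± 0.0105 (SD, n = 2) times the depth of the distal flank in RecBCD+ Pal+ and 1.43 ± 0.146 (SD, n = 2) times in RecBCD+ Pal-. The ratio was 1.39 ± 0.0595 (SD, n = 2) over the libraries labelled ΔrecD Pal+, which had 1.34 and 1.43, and 1.49 ± 0.0866 (SD, n = 2) in ΔrecD Pal-. The proximal flank holds the cynX::GmR bin, with a mean depth of 859 in RecBCD+ Pal- and 1002 in ΔrecD Pal-. The Pal- ratios therefore include this signal and do not measure an imbalance at the palindrome site alone. The log2 ratio in ΔrecD Pal+ less that in RecBCD+ Pal+ was -0.78 (limma, SE 0.0854, adjusted p = 0.00176). It was -0.82 within repeat 1, which draws on the library labelled ΔrecD Pal+ repeat 1, and -0.74 within repeat 2. With 10 kb windows it was -0.62. After the Pal- mean was subtracted, the log2 ratio was 1.34 and 1.43 in repeats 1 and 2 of RecBCD+ Pal+. It was then 0.41 and 0.51 in the libraries labelled ΔrecD Pal+ repeat 1 and repeat 2.

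Depth at the break itself was compared with the depth 2 to 5 kb away. The centre within 1 kb of the palindrome site had 0.115 ± 0.0270 (SD, n = 2) of that depth in RecBCD+ Pal+, and 0.241 and 0.146 in the libraries labelled ΔrecD Pal+ repeat 1 and repeat 2. In the Pal- groups the same ratio was 1.44 ± 0.167 (SD, n = 2) for RecBCD+ and 1.48 ± 0.0781 (SD, n = 2) for ΔrecD. The log2 ratio was higher by 0.71 in ΔrecD Pal+ than in RecBCD+ Pal+ (limma, SE 0.270, adjusted p = 0.0497). As a ratio without subtraction, this difference rested on the library labelled ΔrecD Pal+ repeat 1, since it was 1.32 within repeat 1 and 0.11 within repeat 2, and 0.35 without that library. With a centre of 0.5 kb it was -0.000610 on the log2 scale. After the Pal- mean was subtracted, the log2 ratio was -2.33 and -2.82 in the libraries labelled ΔrecD Pal+ repeat 1 and repeat 2 and -5.83 in RecBCD+ Pal+ repeat 1. The centre of RecBCD+ Pal+ repeat 2 lay below the Pal- mean, so it had no such ratio. The depth of the centre was 165 ± 26.1 (SD, n = 2) in RecBCD+ Pal+ and 152 ± 12.1 (SD, n = 2) in RecBCD+ Pal-, whereas it was 731 and 4787 in the libraries labelled ΔrecD Pal+ and 149 ± 5.66 (SD, n = 2) in ΔrecD Pal-.

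After smoothing over 1 kb, the proximal maximum lay at -6.64 ± 0.138 kb (SD, n = 2) from the palindrome site in RecBCD+ Pal+, where negative distances are origin-proximal. It lay at -3.74 kb in the library labelled ΔrecD Pal+ repeat 1 and at -3.86 kb in repeat 2. The distal maximum lay at 3.37 ± 0.449 kb (SD, n = 2) in RecBCD+ Pal+, and at 4.14 and 4.15 kb in the libraries labelled ΔrecD Pal+ repeat 1 and repeat 2. With 2 kb smoothing the proximal maximum was at -6.25 kb in RecBCD+ Pal+ and at -3.28 and -3.40 kb in the libraries labelled ΔrecD Pal+, and the distal one at 3.57 kb in RecBCD+ Pal+, against 3.58 and 3.62 kb in the libraries labelled ΔrecD Pal+, so the distal difference was not kept. The proximal maximum of RecBCD+ Pal+ fell at the edge of the cynX::GmR bin, from 356001 to 357000, which was high without a DSB. It lay at 355966, just outside the bin, in repeat 1 and at 356161, inside it, in repeat 2. With 2 kb smoothing both maxima lay inside the bin, at 356449 and 356446. The rise of at least 2-fold over Pal- reached 30.7 kb on the proximal side and 19.3 kb on the distal side in RecBCD+ Pal+. In the mean of the libraries labelled ΔrecD Pal+ it reached 56.7 and 48.3 kb. These limits differed widely between the libraries, with 27.7 and 28.3 kb in the library labelled ΔrecD Pal+ repeat 1 and 137 and 100.3 kb in repeat 2.

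The rrnH window was examined because RecA binding away from the break was of interest in ΔrecD cells. The rrnH operon lay from 219901 to 225600, origin-proximal of the palindrome site. In RecBCD+ cells the window had a depth of 121 ± 7.90 (SD, n = 2) in Pal+ and 107 ± 4.35 (SD, n = 2) in Pal-. The log2 difference was 0.17 (limma, SE 0.937, adjusted p = 0.859), with 0.20 within repeat 1 and 0.15 within repeat 2. This small rise passed the threshold only when the 4 RecBCD+ libraries were fitted alone with the repeats paired (adjusted p = 0.0143, in a range up to 0.992 over the alternatives). In ΔrecD cells it had 653 in the library labelled ΔrecD Pal+ repeat 1 and 5484 in repeat 2, against 108 ± 3.05 (SD, n = 2) in Pal-. The log2 DSB effect was 4.12 (SE 0.937, adjusted p = 0.0118), and the effects of the 2 backgrounds differed by 3.94 (SE 1.32, adjusted p = 0.0470). That difference was 2.36 within repeat 1, which draws on the library labelled ΔrecD Pal+ repeat 1, and 5.53 within repeat 2. With a pseudocount of 10 it was 3.85 with an adjusted p of 0.0509, in a range of 0.000801 to 0.0585 over the alternatives. Without the library labelled ΔrecD Pal+ repeat 1 it was 5.48, and without repeat 2 it was 2.41.

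**Figure D3:**
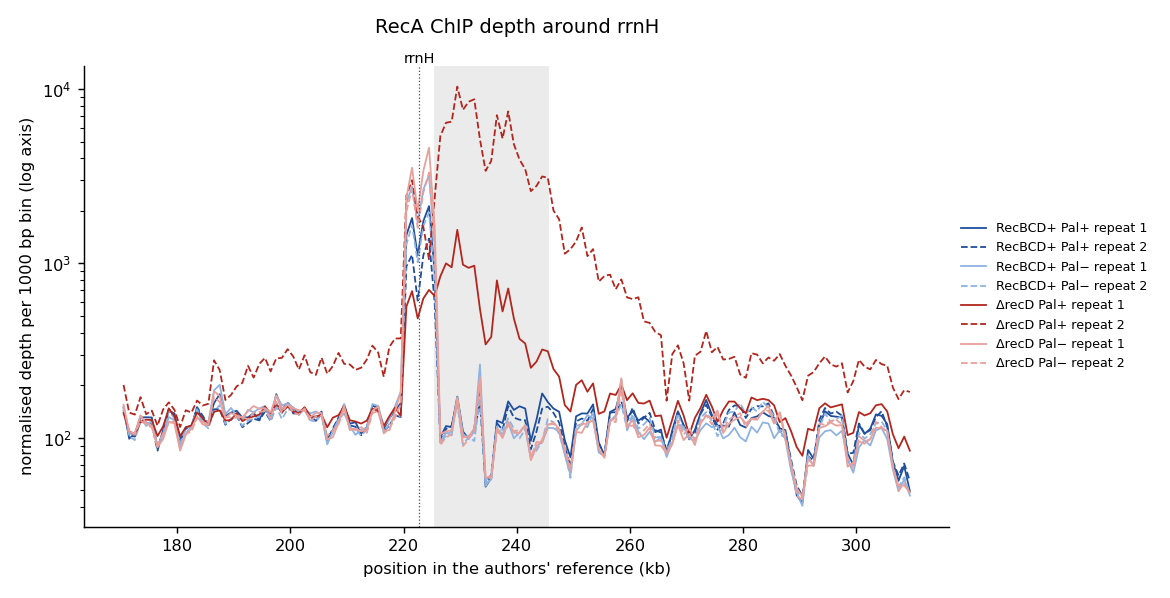
Normalised depth in 1 kb bins (y axis, log scale) against position in kb (x axis) around the rrnH operon for the 8 libraries, with the 20 kb window distal of the operon shaded. Both libraries labelled ΔrecD Pal+ are high in the shaded window, at a mean of 653 and 5484, while the other 6 lie between 104 and 127.

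The background of the arc from rrnE to 1 Mb beyond the palindrome site was compared with the rest of the chromosome, without the windows next to the break and rrnH, to find a wider change of signal after a DSB. In RecBCD+ the log2 background of the arc changed by 0.0063 between Pal- and Pal+ (exact permutation test, two-sided, p = 1), with a spread between repeats of 0.034. In ΔrecD it rose by 0.42 with a spread of 0.38 (exact permutation test, two-sided, p = 0.333). With 2 libraries against 2 the smallest p this test can give is 0.333. The log2 values were -0.18 and -0.19 in ΔrecD Pal-, and -0.037 and 0.51 in the libraries labelled ΔrecD Pal+ repeat 1 and repeat 2. Without the library labelled ΔrecD Pal+ repeat 1 the rise was 0.69, and without repeat 2 it was 0.15.

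**Figure D4:**
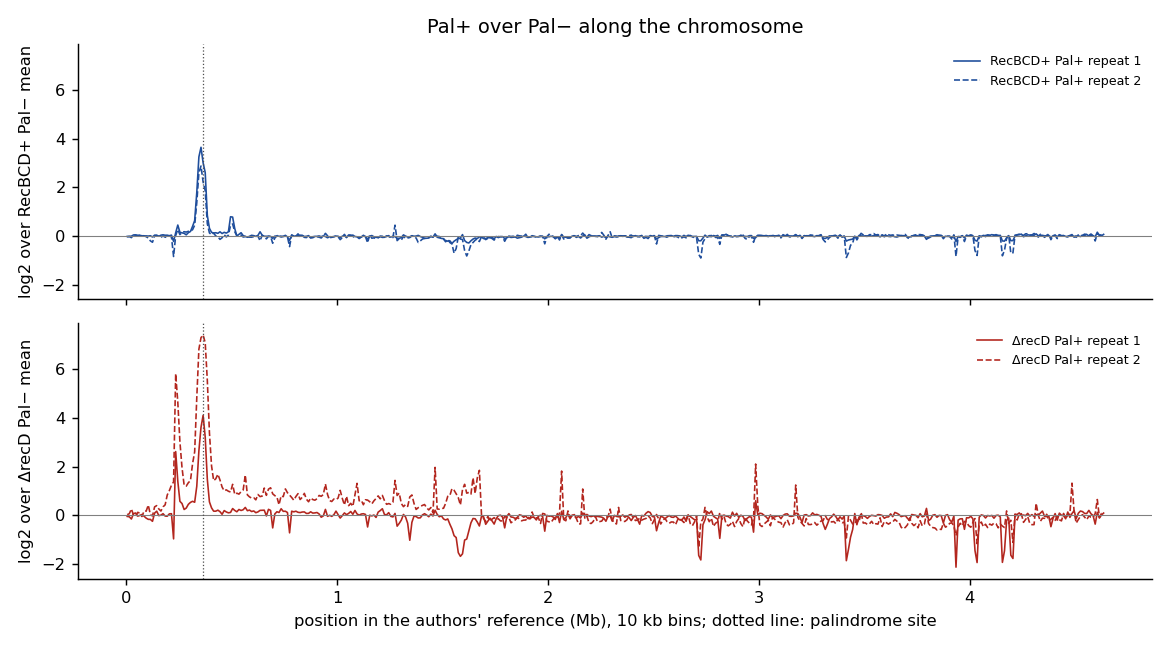
Log2 of the normalised depth of each Pal+ library over the mean of the Pal- libraries of the same background in 10 kb bins (y axis) against position (x axis), in 1 panel per background. The library labelled ΔrecD Pal+ repeat 2 is raised over a broad arc around the palindrome site, and both RecBCD+ libraries are raised near it.

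RecA ChIP signal was also measured at cynX::GmR without a DSB and at the rrn operons. No input library was used, so RecA binding there was not separated from other sources of enrichment. The cynX::GmR bin was 8.47 ± 2.69 (SD, n = 2) times the median bin in RecBCD+ Pal- and 9.83 ± 1.62 (SD, n = 2) times in ΔrecD Pal-, a difference within the spread between repeats. Averaged within 2 kb the values were 2.66 and 2.94. The mean of the 7 rrn operons over the median bin was 13.9 ± 4.50 (SD, n = 2) in RecBCD+ Pal+, 21.1 ± 7.78 (SD, n = 2) in RecBCD+ Pal- and 28.4 ± 5.50 (SD, n = 2) in ΔrecD Pal-. It was 6.04 and 16.6 in the libraries labelled ΔrecD Pal+ repeat 1 and repeat 2.

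The effect of recD loss without a DSB was compared between ΔrecD Pal- and RecBCD+ Pal-. In the fit on these 4 libraries alone, the called bins made 3 raised stretches and 1 lowered stretch, which were chosen after their values were seen. The lowered stretch was recD itself. The longest raised stretch, called B here, ran from 1564001 to 1606000 with 39 of its 42 kb called. Its depth was 260 ± 18.3 (SD, n = 2) in ΔrecD Pal- and 62.6 ± 5.27 (SD, n = 2) in RecBCD+ Pal-, and its strongest bin rose by 2.94 on the log2 scale (limma, adjusted p = 0.00149). The stretch from 1339001 to 1348000, called A, had 191 ± 3.98 (SD, n = 2) against 65.5 ± 2.61 (SD, n = 2). The stretch from 1677001 to 1679000, called C, had 156 ± 3.59 (SD, n = 2) against 73.5 ± 5.82 (SD, n = 2). In the fit on all 8 libraries no bin of these stretches was called, and 57 bins of the chromosome had an unadjusted p under 0.05.

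**Figure D5:**
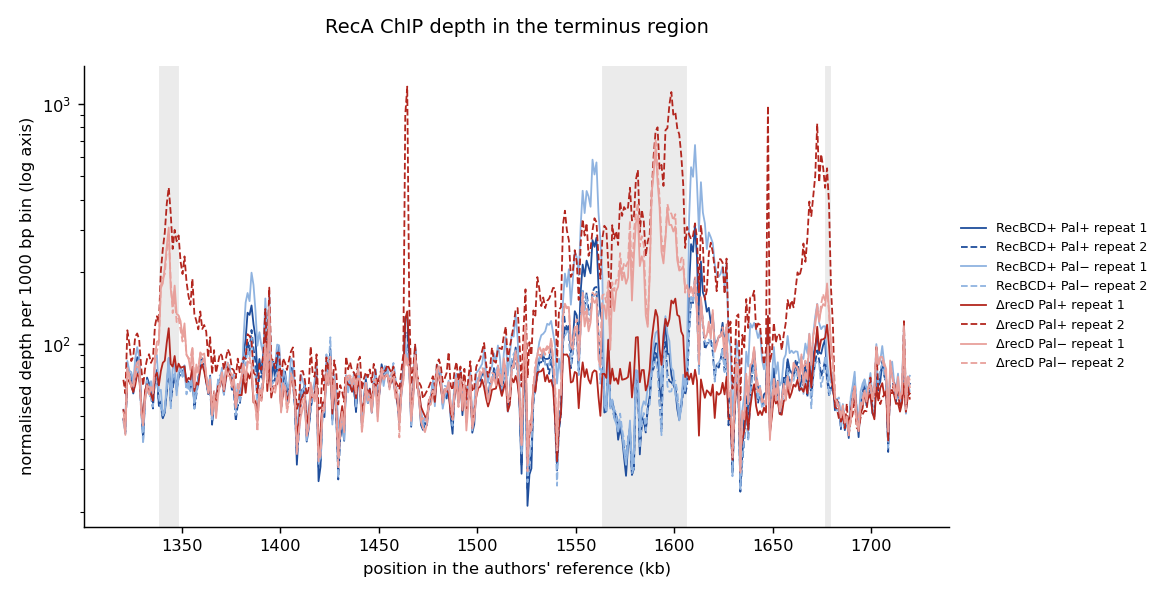
Normalised depth in 1 kb bins (y axis, log scale) against position in kb (x axis) in the terminus region for the 8 libraries, with stretches A, B and C shaded from left to right. Averaged over each shaded stretch the ΔrecD Pal- libraries lie above the RecBCD+ libraries, with a mean of 260 against 62.6 in stretch B.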

Values the study reported

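The study reported that RecA binding was raised over roughly 20 kb of DNA on each side of the palindrome, in RecBCD+ and ΔrecD strains alike. It placed artificial Chi arrays 1.5 kb from the break locus on both sides. After SbcCD had been expressed for 1 h, the study counted 96% fewer viable cells in ΔrecD cultures with the palindrome. It put the share of the chromosome that was amplified in the recD mutant at about 30%.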

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

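The rrnH window difference and the fits that left out 1 library were planned. The other tests in this part were chosen after the result was seen. The DSB effect in the rrnH window differed between the backgrounds by 3.94 on the log2 scale, and it was singled out because a test of the difference itself passed its threshold. The effect was 0.17 in RecBCD+ and 4.12 in ΔrecD, and both libraries labelled ΔrecD Pal+ were higher than all 6 others.

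A higher copy number of the whole arc in ΔrecD Pal+ would raise the 20 kb on the other side of the rrnH operon as well. The log2 ratio of the rrnH window to that other side was 2.28 and 4.29 in the libraries labelled ΔrecD Pal+ repeat 1 and repeat 2, and from -0.26 to -0.035 in the other 6. The difference of DSB effects in this ratio was 3.35, so a rise shared by both sides did not account for it. Library scaling cannot change a ratio within a library, and the lower ΔrecD Pal+ library exceeded the highest of the other 6 by 2.32 in this ratio. The library labelled ΔrecD Pal+ repeat 1, whose recD depth was near that of RecBCD+, was not the source of the difference either, since it was 5.48 without that library. Without repeat 2, which leaves only the library labelled ΔrecD Pal+ repeat 1, the difference was 2.41.

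The tests above argue against the arc, the scaling and that single library as the whole reason. A candidate explanation that stays open is binding of RecA next to rrnH after a break in cells without recD, and 3.35 is the size of the local rise it would have to account for. The paper reported such a RecA peak in ΔrecD Pal+ from these data, and a dip in DNA abundance at rrnH by another assay. It proposes that forks moving from the palindrome towards the origin are blocked at rrnH. Here the explanation remains a hypothesis. The window difference was planned, but the tests of its explanations were chosen after it was seen, and the clear ΔrecD Pal+ value comes from 1 library. GC content was not tested. The ΔrecD Pal- libraries were run on another instrument model than the others, but their depth in the rrnH window, 108, was near the 107 of RecBCD+ Pal-.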

How the results depend on the processing

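Of 121 alternatives run for the results that answer a comparison, 98 were unchanged, 9 were weaker, 4 stronger, 8 moved and 2 reversed. Many of the 98 were counts of called bins that stayed at 0, which have no direction to keep. The background results among them had no adjusted p in the alternatives. The rest of the 98 kept the direction and the side of the threshold. Of 56 fits that each left out 1 library for the results that answer a comparison, 54 kept the direction and 2 reversed. For the peak positions, extents and cynX::GmR, 7 of 10 alternatives moved by more than the spread between repeats. So did 3 of 16 leave-outs, which were run for the extents only. The alternative of all bins changed nothing, because the filter had removed none. The central gap around the midpoint of lacZ was not run, since lacZ was not located here. Subtraction of the Pal- signal gave no difference of group means for the central gap, because the centre of RecBCD+ Pal+ repeat 2 lay below the Pal- level. The other 3 libraries had -5.83 in RecBCD+ Pal+ repeat 1, and -2.33 and -2.82 in the libraries labelled ΔrecD Pal+, so both of the latter were higher.

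Counts of called bins were 0 as reported, with 35, 810, 160 and 57 bins at an unadjusted p under 0.05, and rose in 2 planned settings. With only the 4 libraries of the contrast they were 33 for the DSB effect in RecBCD+ and 51 for the recD effect without a DSB. Scaling by total depth gave 20 for the DSB effect in RecBCD+, 92 for that in ΔrecD, 8 for the difference and 9 for the recD effect without a DSB. The library labelled ΔrecD Pal+ repeat 2 had a factor of 0.898 under total depth and 2.17 under the median of ratios. The cause was not tested.

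The correlation over bins of repeat 2 minus repeat 1 was 0.51 between the RecBCD+ groups, whose repeat 2 comes from an earlier series. It was 0.21 and 0.35 between these and ΔrecD Pal-, and between -0.51 and -0.13 for pairs with ΔrecD Pal+. The numbers thus paired the RecBCD+ libraries but not all 4 groups. No paired fit on 4 libraries alone was run for the recD effect without a DSB, so its 51 called bins rest on an unpaired fit. With the replicate number as a block, the values were unchanged but 3 results lost the threshold. These were the proximal flank in RecBCD+ at 3.13 (adjusted p = 0.0682), the rrnH window difference at 3.94 (adjusted p = 0.0585) and the central gap difference at 0.71 (adjusted p = 0.0682). A paired fit on only the 4 RecBCD+ libraries, with the replicate number as a block, was chosen after seeing the data. It called 46 bins for the DSB effect, and gave 3.13 (adjusted p = 0.000935) in the proximal flank, 2.39 (adjusted p = 0.00455) in the distal flank and 0.17 (adjusted p = 0.0143) in the rrnH window. The latter 2 passed the threshold there, and the adjusted p of the rrnH window effect ran up to 0.992 over its alternatives.

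The same 3 results lost the threshold with 2 other settings. Scaling by the median bin outside the arc gave 3.13 (adjusted p = 0.0741), 4.12 (adjusted p = 0.0581) and 0.71 (adjusted p = 0.0581). A pseudocount of 10 gave 3.06 (adjusted p = 0.0606), 3.85 (adjusted p = 0.0509) and 0.65 (adjusted p = 0.0699). Over all alternatives the adjusted p of the proximal flank in RecBCD+ ran from 0.000459 to 0.0741 and that of the rrnH window difference from 0.000801 to 0.0585. As reported, the 3 results had an adjusted p of 0.0497, 0.0470 and 0.0497, close to the threshold. For the proximal flank in RecBCD+ the SE was 1.15 with all 8 libraries and 0.291 with the 4 RecBCD+ libraries alone. Its p thus rested largely on the spread of the ΔrecD Pal+ repeats. For the rrnH window difference and the central gap difference the cause was not tested.

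The distal flank in RecBCD+ passed the threshold with total depth scaling, at 2.38 (adjusted p = 0.00234), and with only the 4 libraries of the contrast, at 2.39 (adjusted p = 0.00701). The second of these was chosen after seeing the data. Over its alternatives the adjusted p ran from 0.00234 to 0.129. The central gap difference reversed with a centre of 0.5 kb, at -0.000610 (adjusted p = 0.999), in a range from 0.0437 over its alternatives, and the cause was not tested. The flank asymmetry difference moved from -0.78 to -0.93 when the Pal- signal was subtracted and to -0.62 (adjusted p = 0.00853) with 10 kb windows. The background rise in RecBCD+ reversed from 0.0063 to -0.0056 with an arc starting at rrnH, which is within its spread.

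Across the fits that each left out 1 library, the recD contrast ranged from -5.31 to -3.02 and the DSB effect in RecBCD+ from 2.76 to 3.50 in the proximal flank and from 2.01 to 2.76 in the distal flank. In ΔrecD these ran from 3.50 to 7.20 and from 3.64 to 7.25, with the highest values without the library labelled ΔrecD Pal+ repeat 1. The rrnH window effect ranged from 0.11 to 0.24 in RecBCD+ and from 2.58 to 5.65 in ΔrecD, and their difference from 2.41 to 5.48. The flank asymmetry difference ranged from -0.82 to -0.74 and the central gap difference from 0.35 to 1.07, its lowest value being the one without the library labelled ΔrecD Pal+ repeat 1. The background rise ranged from -0.014 to 0.026 in RecBCD+, where 2 of the 4 fits reversed, with -0.0068 the other negative value. It ranged from 0.15 to 0.69 in ΔrecD.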

Other observations

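The 2-fold and 4-fold extents, the recD depth and the proximal maximum before subtraction were planned. So were the background rise over the whole arc and its fits that left out 1 library. The other tests in this part were chosen after the patterns were seen. The rise of at least 2-fold reached 56.7 kb proximal and 48.3 kb distal of the palindrome site in the mean of the libraries labelled ΔrecD Pal+, and 30.7 kb proximal in RecBCD+ Pal+. Those are higher than the extent quoted from the study above. The distal extent in RecBCD+ Pal+ was 19.3 kb. The ΔrecD Pal+ extents depend on the library, with 27.7 and 28.3 kb in the library labelled ΔrecD Pal+ repeat 1 and 137 and 100.3 kb in repeat 2. At 4-fold they were 22.7 kb proximal and 13.3 kb distal in RecBCD+ Pal+, 18.7 and 19.3 kb in the library labelled ΔrecD Pal+ repeat 1 and 51.7 and 48.3 kb in repeat 2.

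The library labelled ΔrecD Pal+ repeat 1 had a recD depth of 79.9% of its flanks, against 0.908% to 2.10% in the other 3 libraries labelled ΔrecD, so it cannot hold ΔrecD Pal+ DNA alone. It was not a RecBCD+ Pal+ library under another label either, because its rrnH window had a depth of 653 against at most 127 in RecBCD+ Pal+. A mixture with RecA-bound DNA of a RecBCD+ strain would carry the peaks beside terminus stretch B that the RecBCD+ libraries share. These peaks stood 2.24 to 4.69 times over the reference stretch in the RecBCD+ libraries but 1.26 times in this library, which is 20.7% of the lowest RecBCD+ height above that stretch. The peaks were not specific to RecBCD+, with 2.12 and 2.20 in ΔrecD Pal- and 1.90 in the library labelled ΔrecD Pal+ repeat 2. The 1.26 thus shows low enrichment at these peaks but does not tell RecBCD+ DNA from ΔrecD DNA. A mixture of ΔrecD Pal+ DNA with recD+ DNA that holds little RecA enrichment stays open as a candidate explanation. Under it, the share of ΔrecD Pal+ DNA estimated from 8 features outside recD was between 7.04% and 18.6%, with the authors' median of ratios scaling, repeat 2 as the ΔrecD Pal+ DNA and the RecBCD+ Pal- mean as the added DNA. The recD depth of the library gives a share of 22.1% if the added DNA had the highest recD depth of the RecBCD+ libraries, 14.7% with their mean and 0.499% with the lowest. The highest estimate of 18.6% thus lies below the first of these only, and the recD depth does not decide. The estimates also depend on the scaling. With total depth, 7 of these features gave shares from 20.2% in the proximal flank to 55.1% in terminus stretch A. The recD depth then gave shares of 45.0%, 33.2% and 1.42% with the highest, mean and lowest recD depth. Computed in the same form on the median of ratios scale, these limits were 22.8%, 15.2% and 0.518%. On the total depth scale stretch A lies above each limit, so no single share accounted for every feature there. The 7 rrn operons had a mean of 6.04 over the median bin in this library and 16.6 in repeat 2. Added DNA at the level of the median bin would need a share of 32.4% to give this, above each limit on the median of ratios scale. At shares of 18.6% and 7.04% the added DNA would need rrn operons at 3.64 and 5.25 times the median bin, so it would have to hold some rrn enrichment. Which DNA was added was not tested, and GC content was not analysed here.

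In ΔrecD Pal- the terminus stretch B had a depth of 260, against 62.6 in RecBCD+ Pal-, and the ΔrecD Pal- libraries were run on another instrument model. The log2 ratio of stretch B to the reference stretch was 1.77 in the library labelled ΔrecD Pal+ repeat 2, which was run on the same model as the RecBCD+ libraries, where the ratio was -0.0069 at most. The instrument alone therefore did not account for the rise. In the same ratio, which no scaling changes, the lower ΔrecD Pal- library exceeded the highest RecBCD+ library by 1.96. A duplication of the stretch would give a flat change, but the log2 difference ran from 0.82 to 2.94 within it. Its SD over bins was 0.53, against a median of 0.080 in 107 other stretches of the same length. RecA binding in the terminus that grows with loss of recD may remain, as a hypothesis found and tested on the same data. The peaks on both sides of stretch B were on average higher in RecBCD+ Pal- than in ΔrecD Pal-, at 288 against 135 on the left, but this rested on RecBCD+ Pal- repeat 1, with 434 against 143 in repeat 2.

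A second stretch, from 490001 to 516000, rose in RecBCD+ Pal+, with a depth of 155 ± 22.5 (SD, n = 2) against 104 ± 1.83 (SD, n = 2) in RecBCD+ Pal-. Its log2 ratio to its neighbours was 0.74 and 0.54 in RecBCD+ Pal+ and from 0.077 to 0.19 in the other 6 libraries. In this ratio the lower RecBCD+ Pal+ library exceeded the higher RecBCD+ Pal- library by 0.40, which no scaling can give. Chi sites were not analysed here, and no biological explanation was tested.

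The proximal maximum of RecBCD+ Pal+ lay just outside the cynX::GmR bin in repeat 1 and inside it in repeat 2. That bin is high without a break. After the RecBCD+ Pal- mean was subtracted, the maximum lay at a mean of -7.69 kb. It had moved by only 1 bp in repeat 1 and by 2107 bp in repeat 2, so the contribution of cynX::GmR cannot be told apart from the break-dependent signal at this place.

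Far from the break, the library labelled ΔrecD Pal+ repeat 2 had 5 stretches of at least 1.4 kb with a depth between 1330 and 1437, against 98.9 to 108 in ΔrecD Pal-. Within the high region, the stretch from 377801 to 379000 had a depth of 1516 in that library while its neighbours had 7816. Reads of a repeated sequence placed at random among its copies may explain both. The depth near the break was 1.09 times the mean of the 5 distant stretches, and equal sharing among these copies would give 1384. With all 8 distant stretches of at least 600 bp, whose depth ran from 617 to 1453, the ratio was 1.19 but equal sharing would give only 949. The match to equal sharing thus depends on the length limit, which was chosen after the stretches were seen. The sequence of these stretches was not analysed here, so this stays open, and no biological explanation was tested.

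The background of the arc was uneven in the library labelled ΔrecD Pal+ repeat 2. Its median log2 over Pal-, relative to the other bins, was 1.15 from 600 to 700 kb and 0.88 from 1100 to 1200 kb, but 0.093 from 4300 to 4400 kb, which is also in the arc, near rrnE. In the library labelled ΔrecD Pal+ repeat 1 the values of the same stretches were 0.23, 0.066 and 0.033. The distal end of the arc was set by distance. The paper placed the distal end of the DNA increase at terB, which was not located here. Beyond the arc, the reference stretch from 1628001 to 1660000 had a depth of 142 in repeat 2, against 55.9 in the library labelled ΔrecD Pal+ repeat 1 and 63.7 and 64.3 in ΔrecD Pal-. This order of depths holds for the authors' scale, where repeat 2 had a factor of 2.17, against 0.898 under total depth. The 142 was also raised by 1 bin, from 1647001, with a depth of 983 in repeat 2. The median log2 over Pal-, relative to the other bins, changes little with scaling or 1 bin. In repeat 2 it was 1.08 in the part up to 1660000 and 0.13 in a stretch beyond 1681001. The depth of repeat 2 fell from 117 in the bin from 1680001 to 54.6 in the next. ΔrecD Pal- fell from 85.5 and 80.4 to 58.9 and 61.2. The drop of the median rests on repeat 2, since the library labelled ΔrecD Pal+ repeat 1 had -0.12 and -0.11. Over the whole arc both libraries lay above ΔrecD Pal-, with -0.037 and 0.51 against -0.18 and -0.19, and the rise was 0.15 without repeat 2 and 0.69 without the library labelled ΔrecD Pal+ repeat 1.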
